A study of Mus musculus with 31 samples.

How the data were processed

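The series profiled polyadenylated RNA from mouse thymocytes and splenic T cells by RNA sequencing. The mice were C57BL/6, an inbred laboratory strain, and were either adults of 12 weeks or neonates of 5 to 7 days, per the labels. Cells were obtained at 4 points of CD8 T cell development. DN (double negative) thymocytes lack the surface proteins CD4 and CD8, and here they were a pool of the early DN1, DN2 and DN3 steps. DP (double positive) thymocytes carry both proteins, and SP8 (single positive) thymocytes carry CD8 alone. The fourth population, written CD8 here, was naive CD8 T cells from the spleen. Per the labels, cells were enriched with magnetic beads and sorted by flow cytometry, DN cells coming from the fraction left after CD4-bound and CD8-bound cells had been removed. Age and stage gave 8 groups. Adult DN held 3 libraries, carrying the replicate numbers 2, 3 and 4, and each of the other 7 groups held 4, which made 31 libraries. Adult DN replicate 1 was not analysed here. Groups and replicate numbers came from the sample titles. The labels gave no sequencing batch, date, litter or sex of the mice.

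The deposited values were raw read counts per Ensembl gene identifier, with 1 column per library and no pooling of replicates. RNA was isolated by poly(A) selection and made into TruSeq-barcoded libraries, per the labels. The trimming, the aligner, the counting tool, the strandedness, the genome build and the annotation release were not stated in the labels, so no coordinates are given. Because the use of strand was not stated, counts of overlapping and antisense genes are uncertain, and so are counts of genes with near-identical copies, whose reads the counting step may have shared or dropped. The table held 53700 genes. GENCODE mouse release 21 was used for gene symbols and for transcript length and GC content, and it gave a symbol to 52093 identifiers (97.0%). The other 1607 identifiers held between 0.307% and 1.42% of a library's counts. Every line of the table named a gene, and 0 columns of values were left unused.

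Library totals ran from 12883293 counts (neonatal CD8 replicate 4) to 25161889 (adult DN replicate 4), with a median of 16442905. At these totals a single count equalled less than 0.1 CPM (counts scaled to a common library total), and a group whose libraries all held 3 counts or fewer was treated as being at the detection floor. Fold changes against such a group are given as lower bounds, computed against that floor. Reads carried no molecular identifiers as far as the labels stated, so floors cover counting error only.

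Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over the 8 groups (minimum count 10, minimum total count 15), which left 16461 genes, 44 of them without a symbol. Libraries were scaled by TMM. A group-means model over all 31 libraries was fitted with estimateDisp and robust glmQLFit, and contrasts were tested with the quasi-likelihood F-test (glmQLFTest). P-values were adjusted by the Benjamini-Hochberg method over the 16461 genes within each contrast, and a gene was called at an adjusted p-value below 0.05. Standard errors (SE) of log2 fold changes were approximated as the absolute log2 fold change divided by the square root of F. The contrasts were neonates against adults at each of the 4 stages, each transition (DN to DP, DP to SP8, SP8 to CD8) within each age, and 3 age by stage interactions, each being the neonatal transition minus the adult one. CPM values were computed with TMM library sizes and are given as mean ± SD over libraries. Principal components were computed on log2 CPM (prior count 2) of the 1000 tested genes of highest variance.

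Gene lists were tested with camera at a preset correlation between genes of 0.01, and the 16 tests of 4 lists at 4 stages were adjusted together. The lists were cell cycle, effector (cytotoxic and memory-like T cell genes), fetal programme (genes of fetal haematopoiesis and imprinted growth genes) and interferon response. Further lists served as markers of stages, of age regulators, of B cells, erythroid cells, myeloid cells, thymic stroma, gamma-delta T cells, NK cells and the CD4 lineage, and of sex. The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined, except where stated. By that rule, named genes are list members and the genes of the following rankings. For each age difference these are the 5 largest rises and falls among called genes. They needed at least 10 CPM in the higher group and no overlap between libraries. For all 4 stages together these are the 5 shared genes in each direction with the largest minimum change. They needed at least 10 CPM in the higher group at every stage. For each interaction these are the 3 highest and lowest called values among genes with at least 10 CPM in 1 or more of its groups. Predicted genes, pseudogenes and antigen receptor segments were excluded from these rankings, and 1 gene that met the rule is not reported here.

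The test was checked on simulated counts drawn from the real means and library sizes. Among 16152 simulated genes tested with edgeR, it recovered 84.0%, 83.5% and 85.0% of 200 changed genes each at DN, DP and SP8, 81.0% of 100 at CD8, and 68.0% of 100 for the SP8 to CD8 interaction. Between 3.41% and 7.95% of those calls were false. Every changed gene had a simulated 2-fold change and was drawn from genes above a minimum abundance, as many raised as lowered. Genes were simulated independently, and the interactions from DN to DP and from DP to SP8 held 0 changed genes. The rates therefore do not describe smaller or unbalanced changes, correlated genes, or as many changed genes as were called in the real data.

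Alternatives comprised DESeq2 1.42.0, limma 3.58.1 voom with sample quality weights, DESeq2 size factors within edgeR, total-count scaling, no filter on low counts, a minimum mean of 5 CPM, a model of the compared groups alone, the replicate number as a block, mitochondrial, haemoglobin and receptor segment genes left out, a minimum 2-fold change, and each replicate left out in turn. Set tests were repeated with fry and with an estimated correlation. After the data had been seen, further fits were added: offsets for GC content and transcript length (known for 16417 genes, 99.7% of those tested), libraries thinned to the smallest total, both of these with the replicate block, and fits without all libraries of one age that shared a replicate number.

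Groups share replicate numbers, so the pairing of same-numbered libraries was checked through the correlation of their deviations from the group means. Every pair lay above 0.1 for the DN to DP transition in adults (lowest 0.111, 3 pairs) and for SP8 to CD8 in neonates (lowest 0.104, 4 pairs), and the pairing there comes from this correlation alone. In every other comparison at least 1 pair lay lower. Counts of splits come from every distinct regrouping of the libraries compared (35 for each age difference and transition) or from 60 draws of the age labels within each stage.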

Results

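The data comprised 31 RNA-seq libraries of developing and mature CD8 T cells from neonatal and adult mice, made to ask how expression profiles differ between the ages during thymocyte development. Mean library totals were 18939340 ± 5454130 counts (SD, n = 3) for adult DN, 18874900 ± 1860260 (n = 4) for neonatal DN, 16647400 ± 2614090 (n = 4) for adult DP and 16705366 ± 1344480 (n = 4) for neonatal DP. They were 16546200 ± 1623180 (n = 4) for adult SP8, 19662700 ± 2397950 (n = 4) for neonatal SP8, 15244800 ± 941469 (n = 4) for adult CD8 and 15066300 ± 1489180 (n = 4) for neonatal CD8. Within groups, the Pearson correlation across genes of log2 CPM lay between 0.979 and 0.992 over 45 pairs of replicates. Replicate counts differed by more than sampling noise in every pair (chi-square per degree of freedom from 4.65 to 49.8), so no pair met the criterion for a single library deposited under separate names. The nearest library of each of the 31 libraries belonged to its own group.

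The first 3 principal components followed stage and held 52.1%, 30.6% and 8.19% of the variance. Differences between stages made up 98.0% of the spread along the first component, and age within stage made up 1.92%. The fourth component held 3.92% of the variance, and age within stage accounted for 88.4% of it. With 5000 genes in place of 1000, the share of the first component was 41.8%, the largest move among the alternatives tried.

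**Figure D1:**
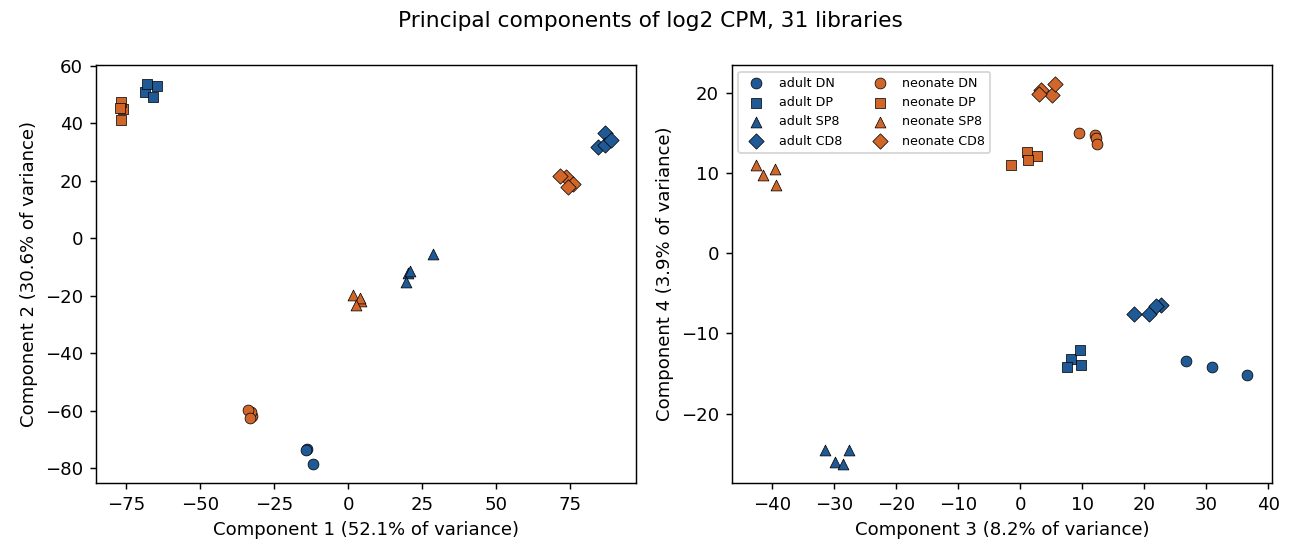
Principal components of log2 CPM over the 1000 most variable genes, with component 1 against 2 on the left and 3 against 4 on the right, in arbitrary units. Each point is 1 of the 31 libraries, with colour for age and symbol for stage; component 4, with 3.92% of the variance, separates the ages.

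Marker genes followed the stage names. Mean Cd4 expression was 1679 ± 27.1 CPM (SD, n = 4) in adult DP and 1623 ± 41.2 CPM (n = 4) in neonatal DP, against 6.50 ± 1.20 CPM (n = 4) in adult SP8 and 12.0 ± 1.91 CPM (n = 4) in neonatal SP8. Il2ra, which encodes CD25, was found at 408 ± 89.9 CPM (n = 3) in adult DN and 137 ± 37.0 CPM (n = 4) in neonatal DN. Ccr7 reached 487 ± 73.1 CPM (n = 4) in adult CD8 and 323 ± 6.59 CPM (n = 4) in neonatal CD8; the adult mean includes 1 library set apart from the other 3 (595.5 CPM). Of the 18 stage markers, all tested, 15 differed between the ages in DN (3 higher and 12 lower in neonates, 16 when adjusted over the list alone). In DP 3 were higher and 7 lower (11 when adjusted over the list alone), in SP8 6 higher and 10 lower (17 over the list alone), and in CD8 4 higher and 4 lower (10 over the list alone). In DN, Il2ra was lower in neonates (log2 fold change −1.57, SE 0.20, adjusted p = 2.81e-07 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and Cd8a was higher (2.23, SE 0.10, adjusted p = 2.59e-19).

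The sex-linked list was used to check the libraries, as the labels did not give the sex of the mice. Ddx3y, on the Y chromosome, had from 78.1 to 161.9 CPM in the neonatal DP, SP8 and CD8 libraries and from 110.2 to 216.3 CPM in adult replicates 2 to 4 of these stages. In adult replicate 1 it had 13.6 CPM in DP, 16.4 CPM in SP8 and 27.3 CPM in CD8. Eif2s3y had 1.43, 1.17 and 1.72 CPM in that replicate, against 44.4 to 124.6 CPM in the other adult libraries. Of the 5 listed genes 4 were tested, and 0 were called between the ages at any stage, also when adjusted over the list alone, with 0 at an unadjusted p under 0.05.

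**Figure D2:**
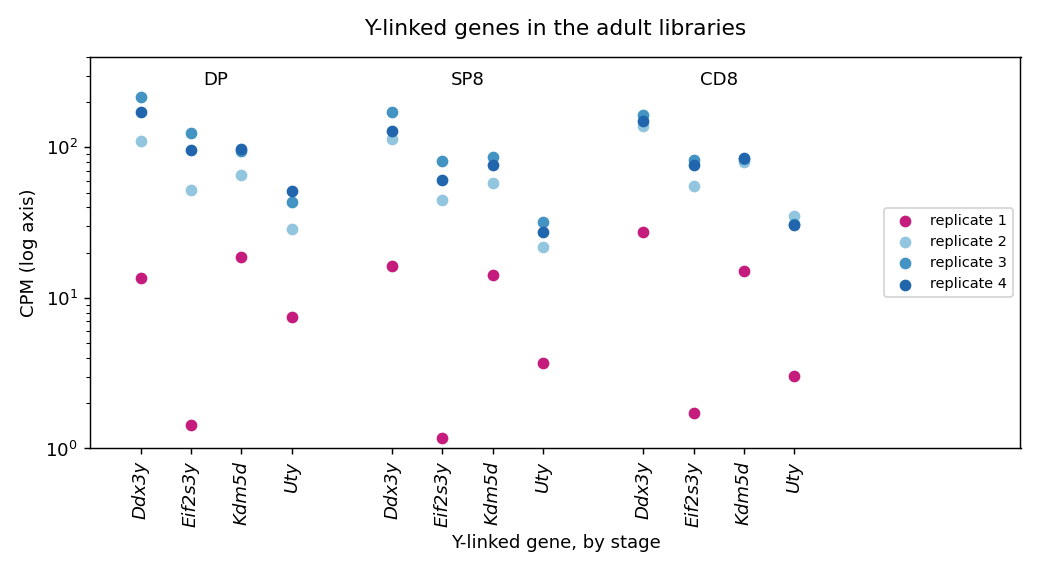
CPM on a log axis of 4 Y-linked genes in the adult DP, SP8 and CD8 libraries, each point being 1 library coloured by replicate number. Replicate 1 lies below the other 3 for every gene, with Eif2s3y between 1.17 and 1.72 CPM.

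The main question was how neonates and adults differed at each stage. Of the 16461 genes, 5915 were called in DN by the edgeR quasi-likelihood test (Benjamini-Hochberg), 2159 higher and 3756 lower in neonates. In DP 2917 genes were called (1478 higher, 1439 lower), in SP8 6845 (3421 higher, 3424 lower) and in CD8 5292 (3115 higher, 2177 lower). Requiring a 2-fold change as well moved these counts most, to 2001 in DN (300 higher, 1701 lower), 842 in DP (568 higher, 274 lower), 1785 in SP8 (702 higher, 1083 lower) and 1433 in CD8 (798 higher, 635 lower). The share of higher genes among the calls in DN was 36.5% and depended on the scaling and on this criterion. It was 48.0% with DESeq2 size factors, 28.6% with total-count scaling and 15% with the 2-fold change. In DP it was 50.7%, against 67.5% with the 2-fold change. Among the called genes, the libraries of the ages did not overlap in 5284 genes in DN, 2343 in DP, 5629 in SP8 and 4210 in CD8. Over all tested genes, non-overlapping libraries were found for 40.6% in DN, where chance gives 5.71%, and for 19.4%, 37.7% and 29.6% in DP, SP8 and CD8, where chance gives 2.86%.

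**Figure D3:**
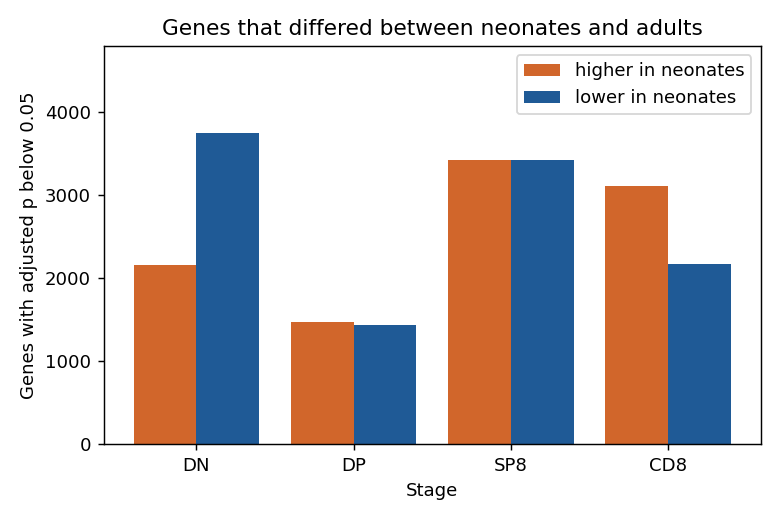
Numbers of genes (vertical axis) with an adjusted p-value below 0.05 in the age comparison at each stage, as bars for genes higher and lower in neonates. The counts ran from 1439 (lower in DP) to 3756 (lower in DN).

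In DN, the largest rises were Igf2bp3, Scara3, Wscd1, Fbln1 and Tln2, with log2 fold changes of 4.97, 3.96, 3.62, 3.14 and 2.98. Igf2bp3, an RNA-binding protein gene, was measured at 2.86 ± 1.21 CPM (SD, n = 3) in adult and 86.5 ± 3.93 CPM (n = 4) in neonatal DN (SE 0.18, edgeR adjusted p = 1.59e-21). The largest falls were Klra9 (−8.31), Styk1 (−6.58), Jchain (−5.39), Vmn2r97 (−5.01) and Fndc1 (−4.95). Klra9 had 36.5 ± 6.83 CPM (n = 3) in adult DN and 0.105 ± 0.0642 CPM (n = 4) in neonatal DN (SE 0.37, edgeR adjusted p = 4.79e-18). That neonatal mean lay under the value of 3 counts in these libraries (0.143 to 0.177 CPM), so the size of the fall is uncertain. Klra9 and Vmn2r97 belong to families of near-identical genes, so their counts are uncertain. Jchain was spread widely over the adult libraries, with 288.0 CPM in replicate 4 and 14.3 and 13.5 CPM in replicates 2 and 3.

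In DP, Evc rose most. All adult DP libraries were at or under the floor and neonatal DP had 22.5 ± 2.36 CPM (SD, n = 4), at least 117-fold higher (edgeR adjusted p = 1.69e-19). Spib, Tnfrsf25, Igf2bp3 and Kit followed with log2 fold changes of 5.81, 4.36, 4.10 and 3.74. The largest falls were Tmie (−5.04), Foxd2os (−4.55), AC102342.2 (−4.45), Vmn2r97 (−4.18) and Fgf13 (−3.31). Tmie went from 28.9 ± 4.18 CPM (n = 4) in adult to 0.871 ± 0.243 CPM (n = 4) in neonatal DP (SE 0.21, edgeR adjusted p = 1.69e-19). Foxd2os is annotated as antisense, and its counts are uncertain because the use of strand was not stated.

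In SP8, Evc was at least 91.3-fold and Snrpn at least 53.4-fold higher in neonates, both against adult libraries at or under the floor. Tln2, Igf2bp3 and Nes rose by log2 fold changes of 7.17, 5.66 and 4.78. H2-Q6 (−6.18) and H2-Q5 (−5.77) fell most, followed by Abca1 (−5.66), Tmie (−5.03) and Vmn2r97 (−4.69). H2-Q6 and H2-Q5 are near-identical class I genes, so reads may have been counted for either. Abca1, a lipid transporter gene, had 71.6 ± 5.87 CPM (SD, n = 4) in adult and 1.43 ± 0.693 CPM (n = 4) in neonatal SP8 (SE 0.21, edgeR adjusted p = 1.41e-20).

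In CD8, the largest rises were Tln2 (log2 fold change 6.07), Stac2 (5.85), Igf2bp3 (5.13), Fbln1 (4.12) and Ccnb2 (3.91). Tln2 went from 0.960 ± 0.328 CPM (SD, n = 4) to 65.1 ± 10.8 CPM (n = 4) in neonates (SE 0.22, edgeR adjusted p = 1.62e-20). The largest falls were Pck2 (−5.24), Iigp1 (−4.19), Fgf13 (−4.18), Tmie (−3.95) and Ifit1bl1 (−3.40).

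Genes that differed at every stage were counted next. The sign was the same at all 4 stages for 649 genes, 331 of them higher and 318 lower in neonates, where 16.7 were expected had the calls been independent between stages. With a 2-fold change required at each stage, 139 genes remained. A further 137 genes were called at all 4 stages with mixed signs. In total 10647 genes were called at 1 or more stages and 5814 at none. Genes called at a single stage numbered 1134 in DN, 507 in DP, 1297 in SP8 and 1221 in CD8. Among the 6488 genes called at 2 or more stages, 1101 had opposite signs.

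The shared genes with at least 10 CPM in the higher group at every stage were ranked by their minimum change. First in rank were Igf2bp3, Fbln1, Rps4l, Ptpn14 and Sept8 among those higher in neonates, and Vmn2r97, Fgf13, Gprc5b, Tanc1 and Traf1 among those lower. The log2 fold changes of Igf2bp3 ran from 4.10 in DP to 5.66 in SP8. For Traf1 they ran from −1.44 in DN to −2.46 in SP8, with 184 ± 7.41 CPM (SD, n = 4) in adult and 61.5 ± 7.61 CPM (n = 4) in neonatal CD8. Each of these 10 genes was called at all 4 stages by edgeR (Benjamini-Hochberg). Rps4l has close relatives among ribosomal protein genes and pseudogenes, so its counts are uncertain.

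Across genes, which are not independent replicates, the age differences of pairs of stages correlated with a Pearson r of 0.50 for DN and SP8 (Spearman 0.587) and of 0.499 for SP8 and CD8 (Spearman 0.495). The r was 0.426 for DP and SP8, 0.304 for DN and DP, 0.301 for DP and CD8 and 0.290 for DN and CD8. Both age differences of a pair came from separate libraries. Same-numbered libraries nevertheless correlated for DN and DP in adults (lowest 0.111) and for SP8 and CD8 in neonates (lowest 0.104). Each stage also entered 3 of the 6 pairs, so the 6 values are not independent of each other. A minimum mean of 5 CPM moved the values most, to 0.682 for DN and SP8. Of the genes called at both stages, 95.6% had the same sign for DN and SP8, 92.2% for SP8 and CD8, 86.7% for DN and DP, 86.2% for DP and SP8, 80.6% for DN and CD8 and 73.3% for DP and CD8.

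Of 8 regulators listed in advance for their links to age, 7 were called in DN, 3 in DP, 5 in SP8 and 6 in CD8 by edgeR over all genes, and 8, 5, 5 and 8 when adjusted over the list alone. Dntt, which adds untemplated bases to antigen receptor genes, was lower in neonates at every stage, with log2 fold changes of −2.05 (SE 0.15) in DN, −0.97 (SE 0.14) in DP, −1.05 (SE 0.14) in SP8 and −2.58 (SE 0.26) in CD8. The edgeR adjusted p-value of Dntt was highest in DP (2.05e-06). Zbtb20 was lower as well, by −2.71 in DN, −0.77 in DP, −2.56 in SP8 and −2.49 in CD8, with its highest edgeR adjusted p-value in DP (0.0115); that call in DP was lost without the neonatal libraries of replicate 4 (−0.68). Bach2 fell by 1.67 in DN, 1.28 in SP8 and 0.72 in CD8 on the log2 scale, and its fall of 0.55 in DP did not pass the threshold over all genes (edgeR adjusted p = 0.0540) but did over the list alone (0.0198). Over all genes it passed under DESeq2 (−0.56), with GC and length offsets (−0.73) and without adult DP replicate 1 (−0.67), among other fits. Sox4 was higher in neonates in CD8 alone (1.61, SE 0.11, edgeR adjusted p = 5.77e-14), with 21 ± 2.56 CPM (SD, n = 4) in adults and 64.3 ± 11 CPM (n = 4) in neonates. Its fall in DN was called under limma-voom (−0.28), with total-count scaling (−0.32) and without adult DN replicate 4 (−0.33), among other fits. The interaction for Sox4 from SP8 to CD8 was 1.75 (SE 0.15, edgeR adjusted p = 2.05e-10). Lin28b was at least 9.93-fold higher in neonatal DN than the floor of the adult libraries. Its bounds were smaller at the other stages, at 1.25-fold in DP, 2.98-fold in SP8 and 2.16-fold in CD8. Eomes was lower in neonatal DN (−2.66) and higher in neonatal SP8 (0.59), and Tbx21 was lower in neonatal DN (−2.22) and higher in neonatal CD8 (0.55). Whether other cell types in adult DN made the falls of Eomes and Tbx21 there was not tested. Eomes in CD8 was called as higher in several other fits, such as DESeq2 (0.34) and the fit without neonatal CD8 replicate 2 (0.42). In DP it was called as higher under DESeq2 (3.38) and without the filter on low counts (4.00). Its neonatal DP mean of 0.117 CPM lay under the adult floor of 0.191 CPM, so these values are no measure of fold. Zbtb16 in CD8 was called as higher without that filter (3.95). Tbx21 in SP8 was called as higher without neonatal SP8 replicate 2 (0.58), and the call of Lin28b in DP was lost without neonatal DP replicate 2, where adult DP was at the floor. The call of Tbx21 in CD8 was lost without adult CD8 replicate 2 (0.39) or neonatal CD8 replicate 3 (0.49) or 4 (0.50). Zbtb16 was lower in neonatal DN (−1.48), and its call was lost under DESeq2 (−1.40) and without adult DN replicate 3 (−1.29) or 4 (−1.39).

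**Figure D4:**
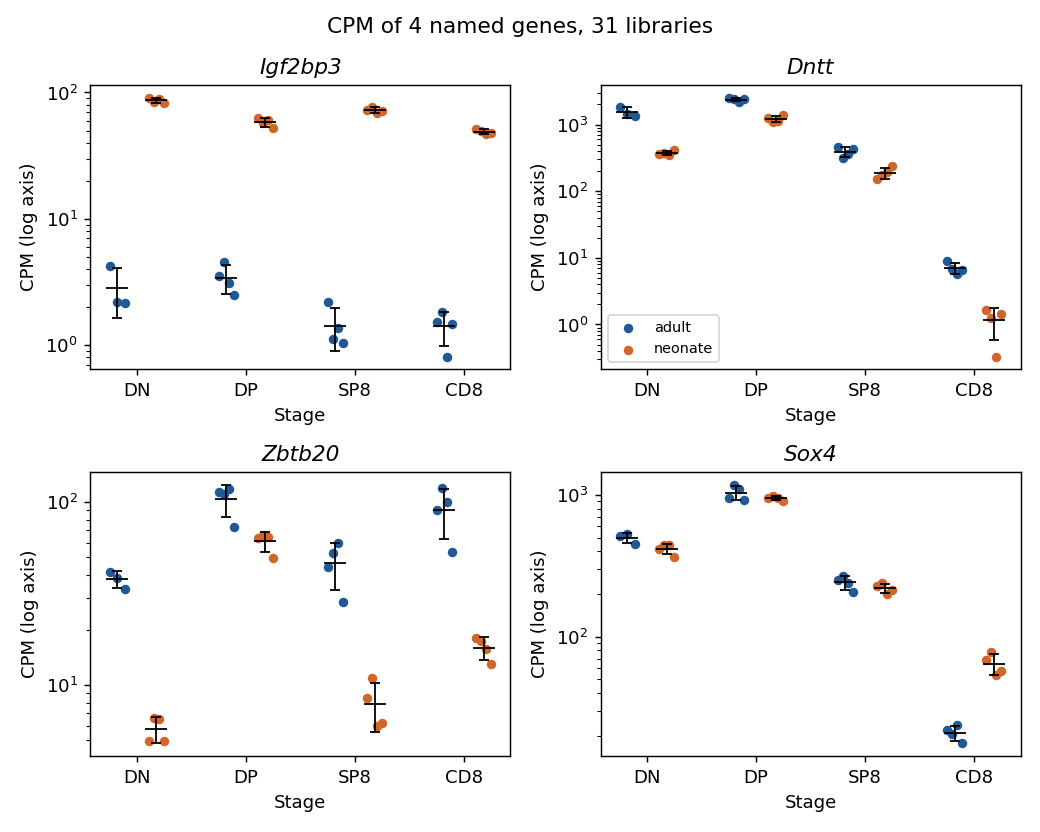
CPM on a log axis for Igf2bp3, Dntt, Zbtb20 and Sox4 at each stage. Points are libraries of adults (blue) and neonates (orange), and black bars are means with SD; Sox4 parts the ages in CD8, at 21 CPM in adults and 64.3 CPM in neonates.

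Gene lists fixed in advance were tested as sets. The cell cycle list was higher in neonates at all 4 stages, with mean log2 fold changes of 0.60 in DN, 0.71 in DP, 0.92 in SP8 and 1.84 in CD8, and camera adjusted p-values (Benjamini-Hochberg) of 5.46e-13, 2.61e-17, 2.54e-20 and 3.57e-41. Of its 42 genes 32 were called higher in DN, 33 in DP, 42 in SP8 and 37 in CD8, and 36, 37, 42 and 40 were called when adjusted over the list alone. The fetal programme list, of which 10 of 14 genes were tested, was higher at all stages, with camera adjusted p-values of 1.34e-09 in DN, 8.51e-09 in DP, 4.51e-10 in SP8 and 2.63e-08 in CD8. Its called genes numbered 7, 4, 7 and 5, all higher, and 8, 4, 7 and 5 when adjusted over the list alone.

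The interferon response list was lower in neonates at each stage, with mean log2 fold changes of −1.43 in DN, −0.78 in DP, −0.78 in SP8 and −1.24 in CD8, and camera adjusted p-values of 1.04e-27, 2.36e-11, 2.10e-07 and 6.54e-24. Of its 31 genes, 29, 15, 17 and 29 were called lower and 1 was called higher, in DN. Adjusted over the list alone, 31, 20, 20 and 29 were called. The effector list was lower in neonatal DN (mean −1.93, camera adjusted p = 1.76e-25), with 27 of 32 genes called lower and 1 higher, and 29 called when adjusted over the list alone. Its members Gzma and Eomes also stand on the NK cell list, of which 8 of 10 genes were called lower in DN. More cells of other types in adult DN could therefore make a part of this fall. In SP8 the mean of the effector list was −0.86 (camera adjusted p = 0.00165), with 13 called lower and 5 higher and 18 over the list alone. It did not pass the threshold in DP (0.177, 6 genes called, and 6 when adjusted over the list alone) or in CD8 (0.204, 19 genes called, 22 over the list alone).

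Some list members were at the floor in one or both groups, where fitted changes are no measure of fold. With these at their bound, or at 0 where no bound could be had, the mean log2 changes of the interferon list were −0.62 in DP, −0.63 in SP8 and −1.07 in CD8, and those of the effector list −1.88 in DN, −0.18 in DP, −0.56 in SP8 and −0.34 in CD8. The fitted means of the fetal programme list, 1.97 in DN, 1.38 in DP, 1.95 in SP8 and 2.61 in CD8, became 1.60, 0.79, 1.76 and 1.26, with 2, 3, 2 and 4 of its 10 genes at the floor, and its median in CD8 went from 2.38 to 0.66. No cell cycle gene was at the floor. All 14 camera calls held under fry. With an estimated correlation, 12 held, and the cell cycle list in DN (0.0826) and the effector list in SP8 (0.177) did not. Other splits of the same libraries gave camera p-values as small, in either direction, in a share of 0.05 or more for the cell cycle list in DN and DP, the effector list in SP8 and the interferon list in DP, SP8 and CD8.

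**Figure D5:**
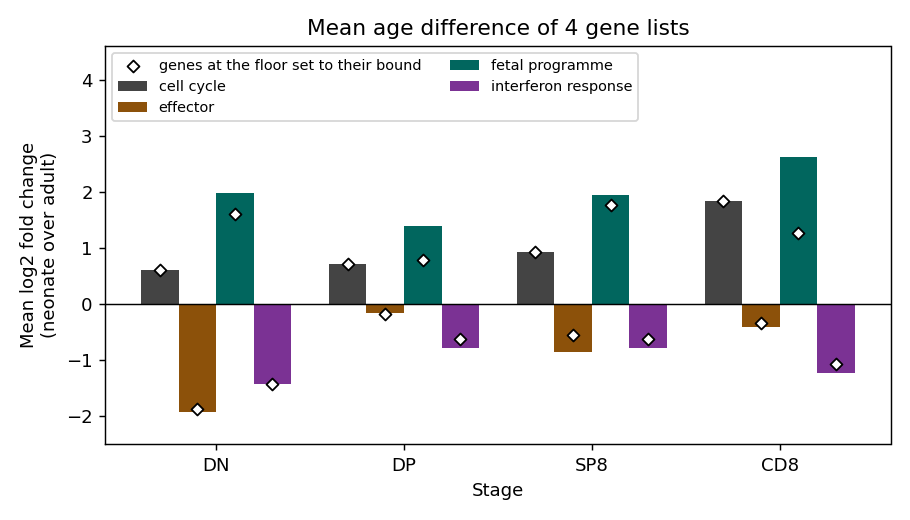
Mean log2 fold change of neonates over adults (vertical axis) over the genes of 4 lists at each stage. Bars stand for means of fitted values and carry no error, and diamonds for means with genes at the floor set to their bound; the fetal programme list in CD8 goes from 2.61 to 1.26, and the cell cycle list, without such genes, rises from 0.60 in DN to 1.84 in CD8.

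The transitions between stages were then compared between the ages. From DN to DP, 11304 genes were called in adults (5059 higher and 6245 lower in DP) and 12335 in neonates (6236 higher, 6099 lower). From DP to SP8, 9994 were called in adults (5460 higher, 4534 lower) and 11434 in neonates (5802 higher, 5632 lower). From SP8 to CD8, 7410 were called in adults (2915 higher, 4495 lower) and 9294 in neonates (4509 higher, 4785 lower). The changes of the ages correlated across genes with a Pearson r of 0.886, 0.849 and 0.774 in this order. Of the genes called in both ages (10066, 8562 and 6111), 98.6%, 98.3% and 97.8% had the same sign.

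Tested directly, the transition differed between the ages for 2944 genes from DN to DP (2031 with a higher value in neonates, 913 with a lower one), for 3588 from DP to SP8 (1819 higher, 1769 lower) and for 2525 from SP8 to CD8 (1678 higher, 847 lower), by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 4 of adult DN the first count was 1811, and without replicates 2 and 3 of that group it was 3010 and 2765. A 2-fold change left 1046 (964 higher, 82 lower), 753 (201 higher, 552 lower) and 803 genes (535 higher, 268 lower). The share of higher genes from DN to DP was 69%, and it was 52.7% with DESeq2 size factors, 83.8% with total-count scaling and 92.2% with the 2-fold change. From DP to SP8 it was 50.7%, against 36.4% with total-count scaling and 26.7% with the 2-fold change.

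Among the named interaction genes with measurable expression in all 4 groups, Cd8a had a smaller rise from DN to DP in neonates (−2.43, SE 0.12, edgeR adjusted p = 5.63e-17), having been higher in neonatal DN (66.6 ± 2.18 CPM, SD, n = 4, against 14.2 ± 2.44 CPM, n = 3, in adults). Abca1 was measured at 73.2 ± 8.42 CPM (SD, n = 4) in adult DP, of which replicate 1 stood apart at 85.7 CPM, and at 48.8 ± 6.13 CPM (n = 4) in neonatal DP, and it fell towards SP8 in neonates far more than in adults (interaction −5.07, SE 0.26, edgeR adjusted p = 7.58e-16). Among the genes reported from SP8 to CD8, the kinesin genes Kif4 (4.11) and Kif14 (5.12) and Adamtsl2 (4.79) had the highest values, and Evc (−7.78) and Snrpn (−4.97) were lowest. Some of the fitted values, such as those of Evc, Snrpn and Kif14, involve a group at the floor and are no measure of fold.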

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

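The tests of GC content and gene length, depth, dominant genes and a mislabelled library were chosen only after the results below had been seen.

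The age by stage interactions were singled out because the age difference of one stage differed from that of the next in a direct test. They held 2944 genes from DN to DP, 3588 from DP to SP8 and 2525 from SP8 to CD8. When the age labels were drawn anew within each stage, 1 of 60 draws, the real one, gave as many genes in each of the 3 interactions. Offsets for GC content and gene length left 3773, 4163 and 2848 genes. Thinning every library to the smallest total left 2728, 3444 and 2419, and removing mitochondrial, haemoglobin and receptor segment genes left 2956, 3676 and 2506. A trend with GC content or length, unequal depth or the removed genes therefore cannot be the whole cause of these counts. Other abundant genes were not removed, such as those of ribosomal proteins, with 2.87% to 11.3% of a library's counts. Their part stays open. A mislabelled library is argued against by the 31 of 31 libraries whose nearest neighbour was in their own group. By a stricter count, 30 of 31 had their lowest correlation within the group above their highest with another group. The direction of the calls is less secure, since it moved with the scaling and with the GC offsets. What also stays open is a difference in preparation between the ages, for which the labels give no batch, a difference in the mixture of cells within a sorted stage, and the age of the mice, which was not tested apart from these.

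The named interaction genes from DN to DP were Klra9 (log2 9.83), Styk1 (8.10), Itga1 (7.20), Tmie (−3.64), Ccr2 (−2.99) and Cd8a (−2.43). Klra9, Styk1 and Itga1 were at or under the floor in both DP groups, so the age difference there could not be measured and their interaction values depend on the prior count. Without neonatal DP replicate 2 none of these 3 was called, at values of 8.31, 6.57 and 5.95, and without all neonatal libraries of replicate 2 none was either (8.78, 6.82 and 6.31). Styk1 also lost its call without adult DN replicate 4 (7.98, edgeR adjusted p = 0.0535), without all adult libraries of replicate 3 (8.06, 0.0536) and without those of replicate 4 (7.98, 0.0837). Tmie was near the floor in DN, and its call was lost in thinned libraries (−2.35) and without neonatal DN replicate 2 (−1.69). Ccr2 was at or under the floor in neonatal DP (at least 8.41-fold lower than in adults), so its value also depends on the prior count, and it lost its call under limma-voom (−2.40). Cd8a was called under every alternative run, and all of its 4 groups were well above the floor; a carry-over of DP cells into the sorted neonatal DN libraries was not tested for this gene.

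From DP to SP8 the named genes were H19 (4.06), Golm1 (3.45), AC102342.2 (3.09), H2-Q5 (−7.59), H2-Q6 (−6.42) and Abca1 (−5.07). Golm1 and H2-Q5 were at or under the floor in both DP groups, and H2-Q6 was so in adult DP with a mean of 0.0719 CPM in neonatal DP, so these 3 values depend on the prior count. Golm1 lost its call under limma-voom (1.46), in thinned libraries (2.70), with total-count scaling (3.48) and without any of several single libraries, such as adult DP replicate 2 (3.04). H2-Q5 lost its call in thinned libraries (−6.53), H2-Q6 without neonatal DP replicate 1 (−4.83) and H19 without adult DP replicate 4 (2.20). Reads shared between H2-Q5, H2-Q6 and their relatives could shift both genes together, and counts per gene do not settle this. AC102342.2 and Abca1 were called under every alternative run.

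From SP8 to CD8 the genes reported were Kif14 (5.12), Adamtsl2 (4.79), Kif4 (4.11), Evc (−7.78) and Snrpn (−4.97), each called under every alternative run. Kif14 was at or under the floor in adult CD8, and Evc and Snrpn were so in adult SP8, which leaves their fitted values without a meaning as folds.

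Interactions of gene lists passed the threshold of camera in 7 cases. They were the effector list from DN to DP (adjusted p = 0.0200, mean log2 difference 1.78), the interferon list from DN to DP (2.01e-06, 0.64), the cell cycle list from DP to SP8 (0.00512, 0.21), the fetal programme list from DP to SP8 (0.0212, 0.57), the cell cycle list from SP8 to CD8 (4.08e-08, 0.92), the effector list from SP8 to CD8 (0.00607, 0.45) and the interferon list from SP8 to CD8 (4.08e-08, −0.46). Draws of the age labels gave camera p-values as small in 19, 20, 33, 14, 21, 1 and 10 of 60 draws in this order. The means include genes at the floor. With these at their bound, or at 0 where there was none, the effector list had 1.70 from DN to DP, where 17 of its 32 genes were at the floor in DP, and 0.22 from SP8 to CD8. The interferon list then had 0.81 and −0.44, and the fetal programme list 0.97, while the cell cycle list had no such gene. The effector list from SP8 to CD8 alone was matched by no other draw, but its mean of 0.45 thus rested in part on values at the floor. For the other 6, other draws gave p-values as small. A draw that mixes the ages at one stage and keeps them at the next turns the age difference itself into an interaction. The draws therefore cannot tell whether these 6 arose by chance, and no biological reading is offered.

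The same regrouping was applied to the set tests within stages, where 35 splits of the libraries were possible. As small a camera p-value was found in 11 splits for the cell cycle list in DN, 9 in DP, 1 in SP8 and 1 in CD8. For the effector list the numbers were 1 in DN, 8 in DP, 7 in SP8 and 23 in CD8. For the fetal programme list only the real split, 1 of 35, did so at each of the 4 stages. For the interferon list it was 1 in DN, 4 in DP, 5 in SP8 and 2 in CD8. The camera calls of the cell cycle list in DN and DP, of the effector list in SP8 and of the interferon list in DP, SP8 and CD8 were therefore not set apart from other splits, although the mean direction of the interferon list was lower at all 4 stages.

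The counts of genes in the age differences at the 4 stages, and those of the 6 transitions, were each reached by 1 of 35 splits, the real one. For the 2 transitions that met the criterion for pairing, the real split was also compared with the splits that part as many pairs. That criterion hangs on its threshold of 0.1. DP to SP8 in adults had the highest mean correlation of same-numbered libraries (0.176) but a lowest pair of 0.0838, and did not meet it. From DN to DP in adults, 7 other splits parted 3 pairs and gave from 0 to 8636 genes (median 0), against 11304, and the highest count of any other split was 9220, with 2 pairs parted. From SP8 to CD8 in neonates, 7 other splits parted 4 pairs and each gave 0 genes, against 9294, and the highest count of any other split was 2. Among the remaining transitions, other splits that parted 4 pairs gave up to 1064 genes for SP8 to CD8 in adults, against 7410. For the rest they gave 0. The count of genes shared by all stages and each of the 6 correlations between stages were reached by 1 of 60 draws. These draws were made within each stage, so they do not allow for the correlation of same-numbered libraries between stages.

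Single libraries stood apart from the others of their group in 13 cases among 192 groups tested, where chance gives 9.6, so most such cases are expected by chance. Ccr7 had 595.5 CPM in adult CD8 replicate 4, Abca1 85.7 CPM in adult DP replicate 1, Traf1 13.9 CPM in neonatal SP8 replicate 2, Zbtb20 49.1 CPM in neonatal DP replicate 4 and Eomes 26.2 CPM in adult SP8 replicate 2. Eif2s3y had 53.1 CPM in neonatal SP8 replicate 3 and Uty 38.4 CPM in neonatal DP replicate 2. Cd74 had 14.4 CPM in neonatal CD8 replicate 2, and Ighm 313.4 CPM in neonatal DN replicate 4 and 370.4 CPM in neonatal SP8 replicate 1. The total of adult SP8 replicate 3 was 18976470 counts. Kdm5d (15 CPM) and Uty (3.03 CPM) were low in adult CD8 replicate 1, which belongs to the Y-linked pattern described among the other observations. No biological explanation was tested for the other 11.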

How the results depend on the processing

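Every count of called genes stayed within 1.5 times its reported value under each change of test, scaling, filter or model fixed in advance, except where a 2-fold change was also required, and except the interaction from DN to DP when a library was left out. Requiring the 2-fold change gave 2001 genes in DN, 842 in DP, 1785 in SP8 and 1433 in CD8, and 139 genes shared by all stages. The transitions then held 6516 (DN to DP), 4894 (DP to SP8) and 2654 (SP8 to CD8) genes in adults and 7727, 6408 and 3853 in neonates, and the interactions 1046, 753 and 803. The fall follows from the construction of the criterion, which removes smaller changes. Fits that left out a library, or all libraries of one age sharing a number, gave from 4255 to 6174 genes in DN, 2218 to 2931 in DP, 6017 to 6908 in SP8 and 4475 to 5382 in CD8. The interaction from DN to DP ran from 1642 to 3098; it was 1811 without adult DN replicate 4 and 1642 without all adult libraries of replicate 4, against 3010 and 2765 without adult DN replicates 2 and 3, and the cause was not tested. The interaction from DP to SP8 ran from 2458 to 3887 and that from SP8 to CD8 from 1885 to 2566. The fits with GC and length offsets, with thinned libraries and without a replicate number were added after the data had been seen.

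The share of higher calls depended on the scaling and on the size of change required. In DN it was 36.5%, against 48.0% with DESeq2 size factors, 49.0% with DESeq2, 47.1% in a model of the DN groups alone, 48.3% with GC and length offsets and 28.6% with total counts. For the interaction from DN to DP it was 69%, against 52.7%, 51.6%, 52.4%, 46.2% and 83.8% in the same order. For that from DP to SP8 it was 50.7%, against 36.4% with total counts and 65.3% with GC and length offsets. With these offsets and blocks within age together, the interactions had 43.4% and 64.4%. Total-count scaling set the median log2 change of all genes at −0.14 in DN, 0.21 for the interaction from DN to DP and −0.12 for that from DP to SP8, where the reported fits had −0.08, 0.11 and −0.03. Other comparisons moved as well, mostly by less. In DP the share was 50.7%, against 59.1% with total counts and 41.8% with GC and length offsets, and in CD8 it was 58.9%, against 51.3% in a model of the CD8 groups alone. From DP to SP8 it was 54.6% in adults and 50.7% in neonates, against 47.1% and 41.8% with total counts. From SP8 to CD8 in adults it was 39.3%, against 47.5% with DESeq2 size factors and 48.8% with GC and length offsets, or 49.8% when these were joined by blocks within age. The interaction from SP8 to CD8 had 66.5%, against 57.8% with DESeq2 size factors and 58.6% with GC and length offsets. With a 2-fold change required, the share was 15% in DN, 67.5% in DP, 39.3% in SP8 and 92.2% and 26.7% for the interactions from DN to DP and from DP to SP8. Statements on the balance of rises and falls in all these comparisons are therefore limited to the setting used, and the cause was not tested.

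Among the set tests, an estimated correlation between genes moved the cell cycle list in DN to an adjusted p of 0.0826 and the effector list in SP8 to 0.177. The effector list in DP passed the threshold in a model of the DP groups alone (0.0300), and in CD8 its direction reversed with a minimum of 5 CPM (0.859). The cause was not tested. A minimum of 5 CPM raised the correlations of age differences to 0.408 for DN and DP, 0.682 for DN and SP8, 0.371 for DN and CD8, 0.535 for DP and SP8, 0.356 for DP and CD8 and 0.591 for SP8 and CD8, the filter having removed genes with few counts. The first principal component held 41.8% of the variance with 5000 genes.

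Tbx21 in DP, which was not called, had a log2 change of 0.28 that reversed to −0.041 in thinned libraries and ran from −0.33 to 1.14 over the fits without a library or a replicate number. It reversed to −0.075 without adult DP replicate 2, to −0.33 without neonatal DP replicate 1, to −0.075 without adult replicate 2 and to −0.33 without neonatal replicate 1. With under 1 CPM in both groups, depth limits any statement on this gene in DP.

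Of 119 results of genes that met the naming rule (the largest age differences and interaction values, the genes shared by all stages and the age regulators), 99 kept their direction and their side of the threshold under every alternative. Another 8 changed only in fits that left out libraries, and 12 changed in other fits as well or instead. Over all these genes and alternatives, 3237 values kept both, 53 lost the call, 32 gained it and 5 reversed, the last being those of Tbx21. Of the stage marker levels, 264 values under DESeq2 size factors or total-count scaling lay within 1 SD between replicates of the reported one and 24 did not.

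With the replicate number as a block the counts were 6478 in DN, 3502 in DP, 7413 in SP8, 5856 in CD8 and 756 for the shared genes, and 3585, 4283 and 3093 for the interactions, or 4075, 4770 and 3487 with blocks within each age. Outside the DN to DP transition in adults and SP8 to CD8 in neonates, at least 1 pair of same-numbered libraries had a correlation of 0.1 or less in each comparison made, so the criterion for pairing was not met there. Even so, same-numbered libraries of different stages had a mean correlation of 0.143 in adults and 0.112 in neonates, against −0.0471 and −0.0373 for other numbers. All 24 neonatal pairs were positive (lowest 0.0652). Between the ages, same-numbered libraries had a mean correlation of 0.0828 at the same stage, against −0.0274 for other numbers. At different stages the means between the ages were 0.0692 and −0.0229. Deviations from a group mean cancel out within the group, so the values for other numbers largely follow from the same-numbered ones. They are no separate baseline. Low Y-linked genes also link the adult libraries of replicate 1, although those correlated by only 0.0838 (DP and SP8) and 0.0815 (SP8 and CD8). For DN to DP in adults and SP8 to CD8 in neonates the block within age gave 11611 and 9868 genes, against 11304 and 9294 without it. With GC and length offsets it gave 11890 and 10041, and with thinned libraries 11249 and 9531. For DP to SP8 and SP8 to CD8 in adults it gave 10522 and 8181, against 9994 and 7410 without it. The interaction from DN to DP rose to 4937 genes with the block and the GC and length offsets together, and the cause was not tested. The block moved no count by over 1.5 times on its own. Among named genes it changed the calls of Sox4 in DN (−0.27, called), Bach2 in DP (−0.57, called) and Golm1 from DP to SP8 (3.43, lost with blocks within age), and alone it changed no other call. With the block, Golm1 was also lost under the GC and length offsets (3.55) and in thinned libraries (2.70), and Tmie from DN to DP was lost in thinned libraries (−2.38), as it was there without the block.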

Other observations

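The tests on the sex of the mice, on the markers of other cell types in DN and on the cell cycle list were chosen only after the results had been seen, and the others were written before their results.

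Y-linked genes were low in the adult libraries that carry replicate number 1. Ddx3y had 13.6 CPM in DP, 16.4 CPM in SP8 and 27.3 CPM in CD8 of that replicate, and Eif2s3y had 1.43, 1.17 and 1.72 CPM. Over all genes with a mean of at least 5 CPM, exactly 4 were at least 3-fold under the lowest other adult library at all 3 stages (Ddx3y, Eif2s3y, Kdm5d and Uty), and all 4 were on the sex-linked list. The number was 0 for each of the replicate numbers 2, 3 and 4. A general loss of counts in these libraries is argued against. CPM values are scaled to each library's total, so an even loss could not by itself make 4 genes low. The totals of replicate 1 were 16696766 (DP), 15653829 (SP8) and 14733304 (CD8) counts. The lowest totals among the other adult libraries of these stages were 14653875, 15679495 and 14298881. A candidate explanation is that adult replicate 1 consisted mostly of female cells. X-linked partner genes would then be somewhat higher, and 8 of 12 gene and stage pairs lay above the mean of the other adult replicates, with a median ratio of 1.06. Replicate 4 had 9 of 12, so the test did not separate the possibilities. Xist, the RNA of the inactive X chromosome, had at most 8 counts in any DP, SP8 or CD8 library, but Tsix overlaps it on the other strand and the use of strand was not stated, so this absence was not read as evidence. Female cells and another loss of Y-linked counts thus cannot be told apart here.

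The labels do not give the sex of the mice. Sex as the whole cause of the age differences in DP, SP8 and CD8 is argued against. Each adult library was placed between the mean of the other adult libraries (0) and that of the neonates (1), over the genes called between the ages without its replicate number. Were those genes set by sex, adult replicate 1, if female, would lie far from the other adults, but its median place was 0.25 in DP, 0.111 in SP8 and 0.00627 in CD8. Over the other adult replicates and these stages the median place ran up to 0.207, for replicate 4 in CD8. In DP replicates 2, 3 and 4 lay at 0.00677, 0.112 and 0.0280, so replicate 1 was the farthest from the other adults there. Ddx3y in neonates, from 78.1 to 161.9 CPM, also showed cells with a Y chromosome at both ages. Leaving out adult replicate 1 gave 2797 genes in DP, 6364 in SP8 and 4580 in CD8, of which 2528, 6193 and 4459 were among the genes called with it. The largest relative change was that of CD8, from 5292 to 4580. This does not show whether sex made a part of the differences, because fewer libraries alone can lower such a count, and because leaving out libraries low in Y-linked counts can enlarge an imbalance of sex between the ages as well as reduce it. For such a part, and for DN, sex and age cannot be told apart. No sex-linked gene was called at any stage (0 of the 4 tested, also when adjusted over the list alone, and 0 at an unadjusted p under 0.05, with the Y-linked spread in adults limiting that test).

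In DN, markers of other blood cells were lower in neonates. Of 33 B cell, myeloid and NK cell markers tested, 27 were called lower and 1 higher. The B cell list gave 13 of 14 lower (13 when adjusted over the list alone), the myeloid list 8 of 11 (10 over the list alone) and the NK cell list 8 of 10, with 1 higher (9 over the list alone). Among abundant members, Cd74 reached 429.9 ± 132.8 CPM (SD, n = 3) in adult and 73.5 ± 23.2 CPM (n = 4) in neonatal DN, and Lyz2 126.6 ± 59.2 CPM (n = 3) and 18.7 ± 11.4 CPM (n = 4). Ighm was carried by 1 adult library, with 1079 CPM in replicate 4 against 403.8 and 315.1 CPM in replicates 2 and 3, and 283.1 ± 20.3 CPM (n = 4) in neonates. Without that library 26 of the markers were still called lower, all of them among the 27, and the fits that left out another DN library gave 26 or 27. This is consistent with a larger share of cells of other types in the adult DN libraries, since 27 markers fell together. Tyrobp and Fcer1g stand on both the myeloid and the NK cell list, and Cd74 and several NK cell genes are also expressed by some T cells. Whether cells of other types made the falls of the effector list, Eomes, Tbx21, Klra9, Styk1 or Jchain in DN was not tested. Such cells do not account for all of the falls in DN. Il2ra, a marker of the DN2 and DN3 steps that would be diluted by other cells in adults, was itself lower in neonates, by a log2 change of −1.57. Of the 3756 genes lower in neonatal DN, 2480 (66.0%) were also lower at another stage, where 30.1% of all tested genes were. A different mixture of DN steps between the ages stays open and was not tested.

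The remaining marker lists changed less in DN. Of the erythroid list 7 of 12 genes were tested, with 1 higher and 1 lower in DN, in DP and in SP8, and 2 higher and 1 lower in CD8. Over that list alone 2, 2, 2 and 3 were called. Thymic stroma (6 of 12 tested) had 0 higher and 2 lower in DN, 2 and 0 in DP, 1 and 2 in SP8, and 0 and 1 in CD8 (2, 3, 3 and 1 over the list alone). Gamma-delta T cell genes (9 of 12 tested) had 2 higher and 3 lower in DN, 4 and 1 in DP, 6 and 2 in SP8, and 5 and 0 in CD8 (5, 6, 8 and 5 over the list alone). The CD4 lineage list (6 tested) had 1 and 2, 0 and 1, 2 and 2, and 2 and 0 (3, 3, 4 and 3 over the list alone). Outside DN, B cell genes had 0 higher and 0 lower in DP (0 at an unadjusted p under 0.05), 0 and 1 in SP8, and 2 and 1 in CD8 (0, 1 and 3 over the list alone). Myeloid genes had 0 and 1, 0 and 2, and 1 and 0 there (1, 1 and 1 over the list alone), and NK cell genes had 0 and 1, 2 and 1, and 2 and 2 (0, 3 and 5 over the list alone).

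Neonatal SP8 libraries may hold more immature cells than adult ones. The prediction was that genes higher in adult DN and DP than in adult CD8 would be higher in neonatal SP8. Of 419 such genes, 267 were called higher and 30 lower in neonatal SP8, with a median log2 change of 0.62. Of 267 genes with the opposite profile, 7 were called higher and 212 lower, with a median of −0.84. The values needed were there, and CD8 had medians of the same signs, 0.88 and −0.41, as had DP, with 0.16 and −0.16. In DN the median of the mature genes was −1.37, but that of the immature genes was 0.032, with 118 called higher and 120 lower, so no such rise was found there. The genes were selected in part on the adult CD8, DN and DP libraries, so only the SP8 medians are free of that selection. For the rise of the cell cycle list in SP8, immature cells and the age of the mice cannot be told apart. The list was also higher in CD8 (camera adjusted p = 3.57e-41), but those libraries were sorted separately from the spleen, so this does not bear on SP8. Immature recent arrivals in the neonatal spleen stay open as an explanation in CD8, as does the age of the mice.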
